A study of Homo sapiens with 8 samples. Its data were reported in "Increased matrix stiffness promotes fibrogenesis of hepatic stellate cells through AP-1-induced chromatin priming" (2025).

How the data were processed

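Assay for transposase-accessible chromatin with sequencing (ATAC-seq) was examined in LX-2 cells, an immortalised line of human hepatic stellate cells, grown on hydrogels of about 2 kPa (soft) or 40 kPa (stiff). Cells were collected on day 2 (D2) or day 4 (D4), and each of the 4 groups had 2 replicate libraries, so that 8 peak lists were analysed. Groups and replicate numbers were taken from the sample labels.

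The authors trimmed the reads with TrimGalore, mapped them to the human genome build hg19 (GRCh37) with Bowtie2 and called peaks in each library on its own with MACS2, keeping those with a q-value up to 0.05. Versions, read filters, the treatment of Tn5 insertion offsets and the MACS2 options were not stated, and replicates were not pooled. Each deposited list gives the position and summit of a peak, with no header. The fold enrichment deposited by the authors is a ratio of the pileup at the summit to the local background of the same library. The −log10 p and −log10 q values in the lists deposited by the authors refer to that same background, and the highest q in any list was 0.0498. The score that the authors deposited for each peak is 10 times its −log10 q without decimals and was not used further. The other deposited column used was the distance of the summit from the peak start, as the authors' caller wrote it. These values are strictly comparable within one list only, so they were used mainly to rank, filter and describe peaks within lists. Some later comparisons set fold enrichment or enrichment side by side between lists, and these carry that limit. The depth estimates below also derive from these values, and compare libraries only under an assumption about the caller. The reads behind the authors' DiffBind and DESeq2 comparison were not used here, and no count model was fitted.

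All 24 chromosomes (1 to 22, X and Y) had every peak within the GRCh37 chromosome lengths, and the lists held 0 peaks on other sequences. Coordinates are given 1-based. Sequence came from the GRCh37 genome and annotation from GENCODE release 44 on the GRCh37 build, with 110162 transcription starts.

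The depth of each library was estimated from its list, because read totals were not used here. Under the MACS2 model the fold enrichment is the summit pileup plus a pseudocount of 1 over the background plus 1, and the p-value is a Poisson tail. The whole-number pileup and the background that gave both deposited values were found for 100% of peaks. The lowest background in a list, divided by its shortest peak as a stand-in for the fragment length, gave fragments per kb of genome. This measure rests on that assumption about the caller and serves only to compare the libraries. It ranged from 0.780 to 3.15 fragments per kb, a ratio of 4.03.

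Peaks that overlapped by at least 1 bp were merged over the 8 lists, and merged regions with peaks from at least 2 libraries were kept as consensus sites. A library had a site if any of its peaks overlapped it. For each pair of groups, a site of one group only had a peak in both of its replicates and in neither replicate of the other. Comparisons of 2 against 2 libraries cannot give a permutation p below 0.333, so these counts have no p-value. Numbers of peaks, covered length and motif shares per library were compared between 4 stiff and 4 soft libraries by exact two-sided permutation tests over 70 arrangements, which cannot go below 0.0286. Sites found in all libraries of one stiffness and none of the other were counted against all 70 choices of 4 libraries. Replicate similarity was the Jaccard index of covered bases, tested one-sided over all ways to pair 8 libraries.

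Signal at the sites with a peak in every library was compared on ranks. The fold enrichment was ranked within each library over these sites and turned into normal scores, and the scores were fitted with limma (lmFit and eBayes) with 4 group means. Sites with a Benjamini-Hochberg adjusted p under 0.05 were called. The fit was tested on simulated data with 24246 sites of which 200 were changed. With pure counting noise 7.0% of sites changed 2-fold and 70.5% of those changed 4-fold were recovered for the day 4 comparison. With an added spread of 0.1 on the log2 scale the shares were 19.5% and 65.0%, and with 0.3 they were 0.5% and 52.5%. At most 4 unchanged sites were called in any simulation, and 0 when no site was changed. The prior residual SD that limma estimated over all sites was 0.504 in the data and 0.584 in the simulation with counting noise alone. By this measure the simulations were noisier than the data.

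A site was assigned to a promoter if its centre lay within 1 kb of a transcription start, and otherwise to an exon, an intron or intergenic sequence. Motifs were searched on both strands within 100 bp of the summit of the site's best-ranked peak: TGASTCA (S is C or G) for AP-1, GGAATG for TEAD and GGGCGG for the GC box. Shares were compared by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 48 comparisons. Comparisons with GC-matched sites and with equal-length lists were not adjusted. Sites are not independent replicates, so these p-values describe the site lists and not the variation between cultures. For motif shares per library, each list was reduced to its 29789 highest-ranked peaks, the length of the shortest list. The best rank favoured the short list of D2 soft replicate 1, which supplied 30.1% of the summits at sites found in every library, against 8.81% to 11.3% from each other library. Ranks relative to list length were therefore added as an alternative.

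The groups, tests, most alternatives and the rule for named sites were fixed before the data were examined. The rule named, for sites on both days of one stiffness only, the 3 with the best mean rank, together with 15 genes that the study names and GAPDH and ACTB as controls, 17 in all. Alternatives fixed at that time were a stricter threshold (q at most 0.001), lists of equal length, 50% overlap, fixed windows around summits, presence in at least 1 replicate, a replicate block, permutation within days, other scalings and subsets of the ranked signal, 50 bp motif windows, a 3 kb promoter, GC-matched sites and leaving out each library in turn. Equal depth, the log2 pileup, a block by the numbers in the peak names, relative ranks, the settings of the TEAD and GC box motifs, the TEAD share per library and the alternatives for the named genes were added later. For equal depth, pileup and background were thinned at random to the least deep library compared, over 10 draws. For site counts, thinned peaks below a −log10 p of 3.50, the lowest value in D2 soft replicate 1, were dropped in every comparison. The least deep library compared was not thinned and kept all its peaks. Thresholds were therefore unequal on day 4 (D4 soft replicate 1, lowest −log10 p 3.24) and among stiff libraries (D2 stiff replicate 2, 3.25). The summits found at full depth stay in the thinned lists, so thinning removes the effect of depth only in part.

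The scripts for sites, motifs and pileups were tested on simulated data. All 200 planted stiff-only sites were found with 1 false site, all 612 planted motifs were found in 2000 sequences, and all 19479 simulated pileups were recovered. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1, and R 4.3.3 with limma 3.58.1.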

Results

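ATAC-seq marks open chromatin by the sites at which a transposase can insert sequencing adapters. The data were 8 peak lists from LX-2 cells, a human hepatic stellate cell line, on a soft (about 2 kPa) or stiff (about 40 kPa) matrix for 2 or 4 days, with 2 replicates in each of the groups D2 soft, D2 stiff, D4 soft and D4 stiff. The lists held 466883 peaks in all. Depth, as estimated from the lists, was 0.780 and 2.08 fragments per kb in the D2 soft libraries, 2.32 and 2.19 in D2 stiff, 2.69 and 2.72 in D4 soft, and 3.15 and 2.87 in D4 stiff. D2 soft replicate 1 was thus the least deep library, and the stiff libraries were on average deeper than the soft libraries of the same day.

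The first question was whether cells on the stiff matrix had more open regions. The number of peaks was 42772 ± 18360 (SD, n = 2) in D2 soft, 61481 ± 3116 (SD, n = 2) in D2 stiff, 59817 ± 4886 (SD, n = 2) in D4 soft and 69373 ± 4904 (SD, n = 2) in D4 stiff. D2 soft replicate 1 had 29789 peaks and replicate 2 had 55754. Stiff libraries had 14132 more peaks than soft libraries on average, which was not larger than the spread between libraries (exact two-sided permutation p = 0.0571, 70 arrangements, smallest possible 0.0286). Within each day, every stiff library had more peaks than every soft library in the full lists. After thinning to the depth of D2 soft replicate 1, this held on day 4 but not on day 2. D2 soft replicate 2 then kept 44215.9 peaks on average, and D2 stiff replicate 1 kept 42949.7. With the full lists, a permutation within days gave an exact p of 0.0556, the smallest that its 36 arrangements allow. The difference depended most on D2 soft replicate 1, without which it was 6964 (exact p = 0.143). It passed 0.05 only without D4 soft replicate 1, with 18125 peaks and an exact p of 0.0286. Covered length was 23.3 ± 9.73 Mb (SD, n = 2) in D2 soft, 31.2 ± 2.77 Mb in D2 stiff, 31.9 ± 2.06 Mb in D4 soft and 42.2 ± 2.93 Mb in D4 stiff. The difference of 9.07 Mb between stiff and soft libraries was not larger than the spread either (exact permutation p = 0.2), and it was 5.35 Mb without D2 soft replicate 1. Lists of equal length moved it most, to 2.24 Mb (exact permutation p = 0.286). The 2 p-values of this family were not adjusted, since neither passed 0.05.

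**Figure D1:**
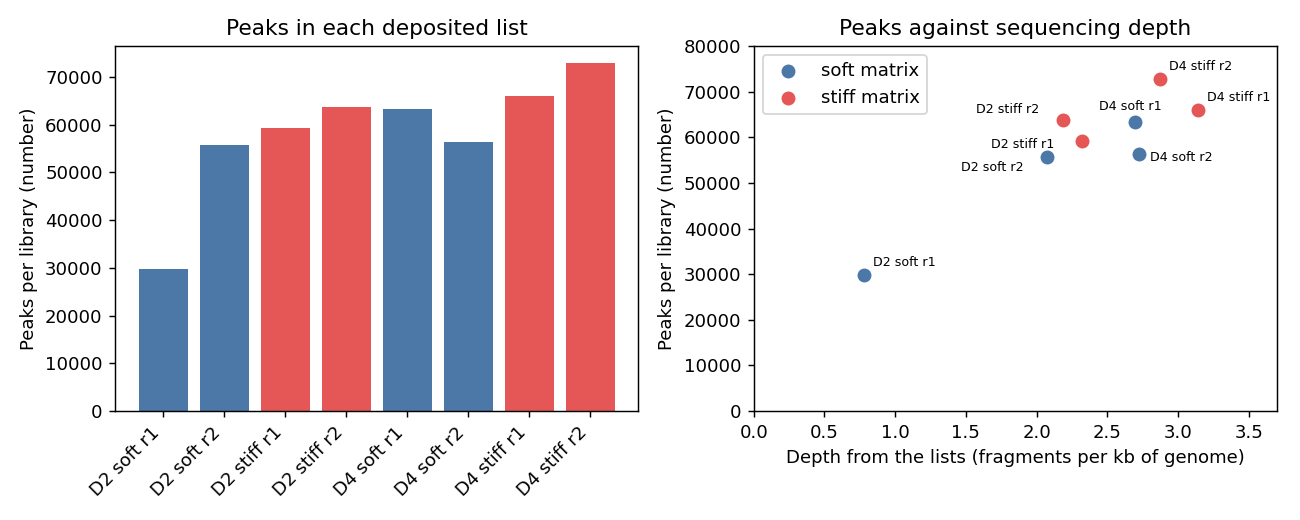
Left, bars give the number of peaks in each of the 8 libraries (soft blue, stiff red); right, each point is a library, with depth in fragments per kb on the x axis and number of peaks on the y axis. D2 soft replicate 1 lies lowest on both, at 0.780 fragments per kb and 29789 peaks.

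Replicates were then compared with other pairs of libraries. The mean Jaccard index of covered bases was 0.526 for the 4 replicate pairs and 0.4999 for the other pairs. Of all ways to pair the libraries, 2 gave a mean as high (exact one-sided permutation p = 0.0190, smallest possible 0.00952). With lists of equal length the values were 0.564 and 0.546 (exact p = 0.00952). The difference was small beside the range among replicate pairs, 0.404 to 0.598, and it depended on single libraries, being 0.00244 without D4 stiff replicate 1 and 0.0826 without D2 soft replicate 2. Pairs of the same stiffness on different days had a mean of 0.507, and pairs of the same day on different stiffness 0.504.

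Merging gave 75501 consensus sites, of which 24246 (32.1%) had a peak in every library. To ask which regions were open on one matrix only, sites were compared within each day. On day 2, 5627 sites were stiff-only and 295 were soft-only, so that 95% were stiff-only. On day 4, 5077 sites were stiff-only and 990 were soft-only, so that 83.7% were stiff-only. The counts have no p-value, because 2 against 2 libraries cannot go below 0.333. Among the settings that kept every library, the soft-only counts moved most when a peak in at least 1 replicate was enough, to 4112 on day 2 and 3341 on day 4, with 15144 and 10540 stiff-only sites. Lists of equal length gave 1555 stiff-only and 1243 soft-only sites on day 2, and 1149 and 1078 on day 4. After thinning to equal depth they were 3948 and 706 on day 2, and 4773 and 1043 on day 4. Single libraries decided much of these counts. Without D2 soft replicate 1 the day 2 counts were 6420 and 3537, and without D2 soft replicate 2 they were 21913 and 815. Without D4 soft replicate 1 the day 4 counts were 11329 and 1462, and without D4 stiff replicate 2 they were 5986 and 2699. These sites were weak peaks. The median summit pileup was 10 fragments at day 2 stiff-only sites and 11 at day 4 stiff-only sites, against 25 and 41 in the same libraries at sites found in every library.

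**Figure D2:**
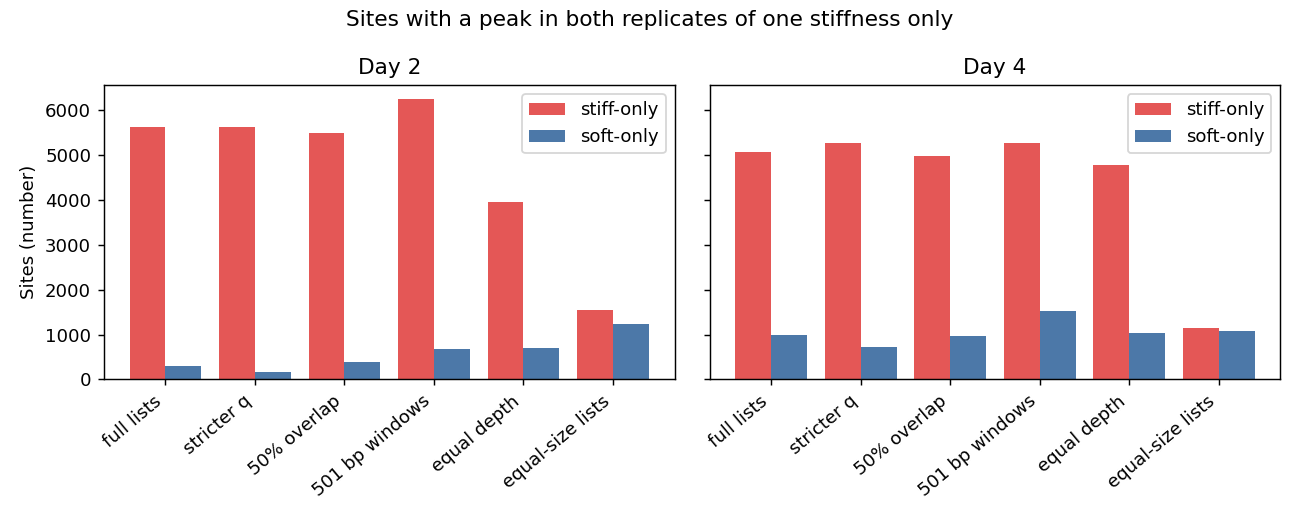
Bars give the number of stiff-only (red) and soft-only (blue) sites on day 2 (left) and day 4 (right) under each processing setting on the x axis. With full lists there were 5627 and 295 sites on day 2 and 5077 and 990 on day 4, and with lists of equal length 1555 and 1243, and 1149 and 1078.

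Changes between days were compared within each matrix. On the soft matrix, 4372 sites were found on day 4 only and 304 on day 2 only. On the stiff matrix the counts were 4040 and 1062. With lists of equal length they were 1212 and 1035 on the soft and 1056 and 995 on the stiff matrix. The soft counts rested on single libraries, being 5160 and 4067 without D2 soft replicate 1, and 19193 and 783 without D2 soft replicate 2. On the stiff matrix they were 9271 and 1557 without D2 stiff replicate 2, and 4629 and 3260 without D4 stiff replicate 2.

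The comparison with enough libraries for a test was that of all 4 stiff against all 4 soft libraries. Of the consensus sites, 642 had a peak in every stiff library and in no soft library, and 13 had the opposite pattern. No other choice of 4 libraries had as many sites as the stiff libraries (1 of the 70 choices, the real one included, the smallest an exact count allows). The next highest choice had 529 sites, and the median choice 41. For the 13 soft-only sites, 50 of the 70 choices had as many. Lists of equal length gave 107 stiff-only and 64 soft-only sites. Leaving out 1 library gave 706 to 1530 stiff-only sites, the highest without D4 soft replicate 1, and 18 to 127 soft-only sites, the highest without D2 soft replicate 1. In terms of all 4 groups, 461 sites were found in D2 stiff alone, 1373 in D4 stiff alone, 31 in D2 soft alone and 393 in D4 soft alone.

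Of the stiff-only sites on both days, the 3 with the best mean rank lay at chr12:47340008-47340363, at chr11:74915882-74916422 and at chr5:9851675-9851960 (hg19). The first was intergenic, 24101 bp from the nearest transcription start, with fold enrichment of 7.83 to 11.5 in the 4 libraries. The second lay in an exon of SLCO2B1, with fold enrichment of 9.60 to 14.2. The third lay in an intron of LINC02112, with fold enrichment of 11.5 to 14.5. Of the soft-only sites, the 3 best ranked lay at chr5:71552294-71552758 in an exon of MRPS27 (fold enrichment 5.64 to 7.83), at chr11:57560275-57560708 in an intron of CTNND1 (3.28 to 9.41) and at chrX:3102246-3102788 in intergenic sequence (4.57 to 7.73). The fold enrichments are the authors' values for each peak.

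Signal strength was compared at the 24246 sites with a peak in every library. By limma on rank scores, 1 site was higher on the stiff matrix on day 2 and 2 sites on day 4 with an adjusted p under 0.05, and 0 sites were lower on either day. At an unadjusted p under 0.05 there were 1856 sites on day 2 (7.65%) and 1297 on day 4 (5.35%). The interaction of stiffness and day gave 0 sites, and 1278 at an unadjusted p under 0.05, so no site was shown to differ in its response between days. Ranks of the −log10 p gave 0 sites on both days, and a fit to the libraries of each day gave 0 on day 2 and 3 on day 4. The 3 called sites are named here after their values were seen. The day 2 site was intergenic, at chr6:15793213-15794114 (limma adjusted p = 0.0279, effect 3.20 in rank score), with fold enrichment of 3.12 and 5.41 in the D2 soft and 10.8 and 14.6 in the D2 stiff libraries. The day 4 sites were a promoter at chr1:1677648-1678261 (limma adjusted p = 0.0110, effect 3.44) and the TSBP1-AS1 promoter at chr6:32222836-32223722 (limma adjusted p = 0.0496, effect 2.96). Fold enrichment at the first was 9.36 and 7.67 in D4 soft and 18.8 and 19.95 in D4 stiff, and at the second 10.01 and 6.34 in D4 soft and 15.8 and 19.2 in D4 stiff. All 3 effects had the same direction in every library of the comparison.

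Sites were next placed in the annotation. Promoters made up 37.9% of the sites found in every library, 10.9% of the day 2 stiff-only sites and 13.3% of the day 4 stiff-only sites, and 8.47% and 8.08% of the soft-only sites of those days. Day 4 stiff-only sites differed from sites found in every library by -24.6 percentage points (Fisher's exact p = 5.68e-283, adjusted over 48 comparisons 9.09e-282), and for day 2 stiff-only sites the difference was -27.0 points, with a p too small to be computed. On day 4 the promoter share was 5.21 points higher in stiff-only than in soft-only sites (Fisher's exact p = 2.58e-06, adjusted 4.96e-06), and on day 2 the difference was 2.45 points (p = 0.211, adjusted 0.247). With lists of equal length the day 4 stiff-only sites differed from sites found in every library by -10.9 points.

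In the regions that the study calls primed, its motif search (HOMER) ranked the AP-1 and TEAD families highest. The study also reports AP-1 footprints, p-JUN binding and the accessibility of cells with JUN mutants, which were not examined here. Shares given here compare sets of open sites with each other, which is a different measure from that search. The AP-1 motif was found at 26.9% of the sites in every library. It was found at 31.4% of day 2 stiff-only sites, 4.48 points more (Fisher's exact p = 2.16e-11, adjusted 5.45e-11), and at 27.6% of day 4 stiff-only sites, 0.715 points more (p = 0.297, adjusted 0.332). Matching on GC content changed the direction on both days, and lists of equal length changed it on day 4. Against sites of the same GC content the day 2 difference was -1.44 points (Fisher's exact p = 0.106) and the day 4 difference -4.24 points (p = 3.35e-06), and with lists of equal length they were 7.25 points (p = 3.85e-09) and -4.54 points (p = 0.000918). The day 2 difference was 2.56 points without D2 soft replicate 1, and the day 4 difference was -1.38 points without that library. Soft-only sites had the motif at 25.8% on day 2 and 31.3% on day 4. Sites found on day 4 only on the soft matrix had it at 33.2%. The 642 stiff-only sites on both days had the motif at 26.5%, against 31.2% of the other sites with exactly 4 libraries (difference -4.71 points, p = 0.0149, adjusted 0.0217).

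The TEAD motif was found at 17.7% of the sites in every library, 24.5% of day 2 stiff-only sites (difference 6.81 points, Fisher's exact p = 2.38e-30, adjusted 7.63e-30) and 21.1% of day 4 stiff-only sites (difference 3.46 points, p = 1.10e-08, adjusted 2.30e-08). Against GC-matched sites the differences were 3.97 points (Fisher's exact p = 5.34e-07) and 0.690 points (p = 0.406). Without D2 soft replicate 2 the day 2 difference was 3.59 points. Soft-only sites had the motif at 9.49% on day 2 and 15.5% on day 4, lower than the stiff-only sites of the same day by 15.0 points (Fisher's exact p = 1.56e-10, adjusted 3.57e-10) and 5.68 points (p = 3.22e-05, adjusted 5.73e-05). Every day 2 soft-only site has a peak in D2 soft replicate 1, whose list had the lowest TEAD share (16.7%). Its summits lay a median of 68 bp from the best-ranked summits of the other libraries. The part of this library in the 15.0 points was not tested. The GC box was found at 24.7% of the sites in every library, 9.35% of day 2 stiff-only sites and 10.9% of day 4 stiff-only sites, differences of -15.4 and -13.9 points. Against GC-matched sites these differences were -2.49 points (Fisher's exact p = 2.00e-05) and -4.20 points (p = 3.34e-10), and with lists of equal length the day 4 difference was -5.70 points.

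With libraries as replicates, the AP-1 motif share of equal-length lists was 30.9 ± 1.29% (SD, n = 4) in stiff and 29.7 ± 4.54% (SD, n = 4) in soft libraries, which did not differ (exact two-sided permutation p = 0.943). The share in D2 soft replicate 1 was 22.9%, and without this library the difference was -1.05 points (exact p = 0.229). The TEAD motif share, tested after the site shares had been seen, was 19.4 ± 0.505% (SD, n = 4) in stiff and 18.0 ± 0.860% (SD, n = 4) in soft libraries (difference 1.38 points, exact two-sided permutation p = 0.0286, the smallest possible). Every stiff library had a higher TEAD share than every soft library. Adjusted over the 2 motifs the p was 0.0571, the lowest possible beside the AP-1 p of 0.943. Without D2 soft replicate 1 the difference was 0.961 points (exact p = 0.0571), and without D2 stiff replicate 2 it was 1.18 points (exact p = 0.0857).

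**Figure D3:**
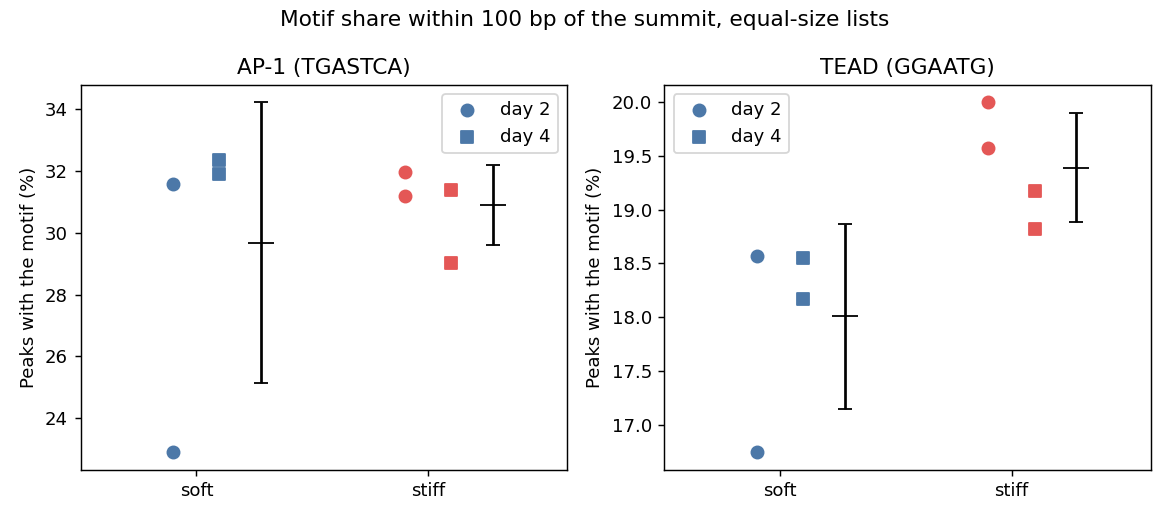
Points give, for each library (circles day 2, squares day 4), the percentage of its 29789 highest-ranked peaks with the AP-1 (left) or TEAD (right) motif within 100 bp of the summit, with the black bar at the mean ± SD of 4 libraries; the y axes do not start at 0. The AP-1 share was 22.9% in D2 soft replicate 1, and the TEAD share was 16.7% in D2 soft replicate 1 and 18.8% to 19.99% in the stiff libraries.

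Peaks near the transcription starts of genes that the study names were looked up last. A peak within 1 kb was found in all 8 libraries for COL8A1, ITGB2, ACTA2, MMP9, JUN, FOS, ATF3, FOSL1 and FOSL2, and for the controls GAPDH and ACTB. No library had one for ACTG2 or TIMP4. IGFBP3 had a peak in 7 libraries, all but D2 soft replicate 1. JUNB (chr19:12902300-12904129) had one in the 4 stiff libraries and in 1 soft library, D2 soft replicate 2. MMP2 had one in 2 stiff libraries and 1 soft library, and VCAN in D4 stiff replicate 2 only. The JUNB peak had its best rank in the soft library, 14013, against 29188 to 33419 in the stiff libraries. When lists had equal length JUNB had a peak in 2 libraries, D2 soft replicate 2 and D4 stiff replicate 1, IGFBP3 in 2 and MMP2 in 0. Absence from a list is not absence of open chromatin, since the lists hold only peaks past the threshold.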

Values the study reported

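The study reported 3786 peaks that were more accessible on the stiff than on the soft matrix on day 4, and 256 that were less accessible. For day 2 it reported 750 more accessible and 147 less accessible peaks. Peaks were counted as different at a fold change of at least 2 and a p value under 0.05.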

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

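The tests of the AP-1 share that use thinned libraries, shared summits and summits of the other libraries, and the distances between summits, were chosen after the low share had been seen. A single library, D2 soft replicate 1, stood apart from the other 3 soft libraries in 3 measures by Dixon's criterion. Of the 16 groups of 4 libraries examined (8 measures, soft and stiff apart), 3 stood out, while chance gives about 1 in 20, and the 3 measures come from a single library and are not independent.

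The median peak width in D2 soft replicate 1 was 493 bp, and the next soft value was 453 bp. Its shortest peak was 294 bp, against 204 to 207 bp in the other soft libraries. The shortest peak of a list is set by the fragment length that the peak caller assumes, and the authors' settings were not stated, so the width was not traced further. The width is not particular to soft libraries, since D4 stiff replicate 1 had a median of 587 bp and a shortest peak of 261 bp. No biological explanation was tested, because the other D2 soft library did not share the pattern.

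The AP-1 motif share of D2 soft replicate 1 was 22.9%, against 31.6% in the other D2 soft library. A low depth (0.780 fragments per kb) could lower the share. When the other libraries were thinned to this depth, the lowest share among them was 29.1%, but thinned lists keep the summits found at full depth, so depth cannot be told apart from other sources here. Imprecise summits may also play a part. Counted at the summits shared by each site the share was 27.0%, but 30.1% of these summits, at sites found in every library, come from the same library. Counted at the summits of the other 7 libraries it was 29.4%, near the lowest other library at 29.9%, so the gap was smaller when its own summits were not used. The tests do not separate low depth, a longer assumed fragment and library quality, and these cannot be told apart. At sites found in every library, its summits lay a median of 31 bp from the shared summits, against 35 to 42 bp in the other libraries, where the distance is 0 for the summits it supplied itself. Measured to the best-ranked summit of the other 7 libraries the median was 68 bp, against 43 to 48 bp for each of the other libraries.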

How the results depend on the processing

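Equal depth, the log2 pileup, the block by the numbers in the peak names, relative ranks, the alternatives of the TEAD and GC box shares, the TEAD share per library and the alternatives for the named genes were added after the data had been seen, and the others were planned. Over 43 results, 114 of the 165 alternatives that kept every library left the direction and the side of the threshold as reported, or left a count within 1.5 times.

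The number of peaks and the covered length kept their direction under every alternative that kept all libraries. For the number of peaks, the stricter threshold gave an exact p of 0.0571. Permutation within days gave 0.0556, the smallest p that it allows, so this test could not pass 0.05 and says nothing of whether the result is stable. Leaving out 1 library gave differences of 6964 to 18125 peaks and 5.35 to 11.6 Mb (2.24 Mb with lists of equal length), and of 0.00244 to 0.0826 in Jaccard index between replicate and other pairs.

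The counts of sites moved most. Lists of equal length gave 1555 and 1243 stiff-only and soft-only sites on day 2 and 1149 stiff-only sites on day 4, 1212 and 1035 sites of day 4 only and day 2 only on the soft matrix, 1056 sites of day 4 only on the stiff matrix, and 107 and 64 sites for both days; shorter lists hold fewer weak peaks, and an equal length forces the counts of both directions towards each other. Presence in at least 1 replicate gave 15144 and 4112 sites on day 2, 10540 and 3341 on day 4, 13881 and 4608 on the soft matrix, and 8812 and 3372 on the stiff matrix, as a looser criterion must. The stricter threshold lowered the soft counts to 164 (day 2 soft-only), 185 (soft day 2-only) and 3 (soft-only on both days). Fixed windows around summits gave 669 and 1518 soft-only sites on day 2 and day 4, 629 soft and 1668 stiff sites of day 2 only, and 30 soft-only sites on both days; the cause was not tested. Equal depth gave 706 soft-only sites on day 2, 2093 sites of day 4 only and 1279 of day 2 only on the soft matrix; the cause was not tested. In each of these settings the larger count of a pair stayed the larger.

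Across the fits that each left out 1 library of the comparison, day 2 stiff-only sites ranged from 6420 to 21913 and soft-only sites from 660 to 3537. Day 4 stiff-only sites ranged from 5986 to 11329 and soft-only sites from 1462 to 2699. On the soft matrix, sites of day 4 only ranged from 5160 to 19193 and of day 2 only from 725 to 4067. On the stiff matrix these ranges were 4629 to 9271 and 1557 to 3260. Stiff-only sites on both days ranged from 706 to 1530, and soft-only sites from 18 to 127. A site has to be seen in fewer libraries when 1 is left out, so most counts rise.

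For the ranked signal, no site was called on day 2 under quantile normalization (0), ranks of the −log10 p (0), the 50% of sites with the higher mean rank (0), the libraries of the day alone (0) or the log2 pileup (0), and on day 4 these gave 0, 0, 1, 3 and 0 sites. The cause was not tested. Leaving out 1 library of the day compared leaves an arm with 1 library, so no call was made. Leaving out 1 library of the other day keeps both arms whole, but was not run. The calls were thus not examined with 1 library left out. The simulated fits recovered 7.0% of sites changed 2-fold with counting noise alone, so the few calls do not exclude changes of that size.

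Promoter shares kept their direction, with differences of -26.8 to -18.2 points on day 2 and -26.0 to -20.6 on day 4 when 1 library was left out. Lists of equal length gave -29.8 points on day 2 and -10.9 on day 4. The AP-1 difference changed sign with GC-matched sites, to -1.44 points on day 2 and -4.24 on day 4, and on day 4 with lists of equal length, to -4.54. The first change goes with GC content, but promoter share and site strength were not matched, so GC content cannot be told apart from them. For the equal-length lists the cause was not tested. On day 4 a window of 50 bp gave 2.29 points, past the threshold (Fisher's exact p = 9.03e-05). Leaving out 1 library gave 2.56 to 4.73 points for AP-1 on day 2 and -1.38 to 1.99 on day 4, 3.59 to 6.94 and 2.63 to 4.04 for TEAD, and -15.5 to -9.02 and -14.8 to -12.6 for the GC box. The GC box differences fell in size to -2.49 and -4.20 points against GC-matched sites, and with lists of equal length they were -19.95 and -5.70 points. The TEAD difference on day 4 was 0.690 points against GC-matched sites, no longer past the threshold. The AP-1 share per library ranged from -1.05 to 2.11 points, reversed without D2 soft replicate 1, and the TEAD share from 0.961 to 1.57 points.

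For the named genes, lists of equal length left a peak in 5 libraries for COL8A1, MMP9 and ACTB, 3 for FOS, 2 for IGFBP3 and JUNB and 0 for MMP2, because their peaks rank low in the longer lists.

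With the replicate number as a block, sign flips over 4 pairs gave an exact p of 0.125 for the difference of 14132 peaks, 0.125 for 9.07 Mb, 0.875 for the AP-1 share (1.21 points) and 0.125 for the TEAD share (1.38 points), where 0.125 is the smallest p that 4 pairs allow. With the block, limma called 1, 2 and 0 sites on day 2, on day 4 and for the interaction. The correlation of deviations between libraries with the same number was -0.0415 to 0.0837, so the numbers of the labels did not pair the libraries. The peak names inside the lists carry a different numbering, 1 and 2 in D2 soft, 2 and 3 in D2 stiff, 1 and 3 in D4 soft, and 2 and 3 in D4 stiff. With a block by that numbering limma called 0, 1 and 0 sites on day 2, on day 4 and for the interaction, and 1162, 1266 and 1305 sites at an unadjusted p under 0.05. The deviations of libraries with the same number in that numbering had correlations of -0.0837 to -0.00117 over 7 pairs, so it did not pair the libraries either. Using all sequences or all lines of the lists changed nothing, since they hold no further sequences or repeated regions.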

Other observations

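The TEAD follow-up tests, the comparison with other sites of exactly 4 libraries, the equal-depth tests, and the tests of the asymmetry between stiff-only and soft-only sites and of the sites on both days were chosen after the results had been seen. GC matching and equal-length lists for the AP-1 motif were planned.

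More sites were stiff-only than soft-only on both days. Longer lists and greater depth in the stiff libraries are technical sources that could give this. With lists of equal length the stiff-only share was 55.6% on day 2 and 51.6% on day 4, but a common list length holds both counts near each other, so list length cannot be told apart from an effect of stiffness. At equal depth the share was 84.8% on day 2, where depth differed 2.97-fold and the thinned lists keep the summits of the deeper libraries, so depth cannot be told apart there. On day 4, where depth differed only 1.17-fold, it was 82.1%, near the 83.7% of the full lists, which argues against depth as the whole source. The p thresholds of the libraries were unequal in the day 4 thinning, which limits this test. A difference in signal over background stays open. Enrichment here is the median recovered pileup at sites found in every library, divided by the lowest background in the list. It is not the deposited fold enrichment. It was 46.4 ± 5.40 (SD, n = 2) in D4 soft and 57.7 ± 5.79 (SD, n = 2) in D4 stiff, and a library with higher enrichment passes the peak threshold at more sites. On day 2 it was 56.9 ± 6.40 (SD, n = 2) in D2 soft and 62.4 ± 6.96 (SD, n = 2) in D2 stiff. The day 2 groups overlapped, with 61.4 in D2 soft replicate 2 and 57.5 in D2 stiff replicate 1. Enrichment was not tested apart from stiffness, which also stays open.

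The 642 stiff-only sites on both days were more than for any other grouping of the libraries. When each split of the 8 libraries into 4 and 4 was counted once, 1 of the 35 splits, the real one, gave as many sites in one side alone. With lists of equal length 1 of the 70 choices, again the stiff libraries, had as many, which argues against list length alone. The margin was small there, 107 sites against 86 for the next choice. The 4 longest lists were those of both D4 stiff libraries, D2 stiff replicate 2 and D4 soft replicate 1. With full lists these had 529 sites to themselves, so list length may contribute to the 642. The 4 libraries with the highest depth, all of day 4, had 330 sites to themselves, which argues against depth alone. The 4 libraries with the highest enrichment had 202 sites to themselves, which argues against enrichment alone. At equal depth the stiff libraries had 450.1 sites on average and the next choice 380.3, and the stiff libraries were again 1 of the 70 choices in each of 10 draws. An effect of matrix stiffness at a set of weak sites is a candidate explanation, and it was found and examined on the same data.

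The higher AP-1 share at stiff-only sites may come from properties of weak sites away from promoters. Against GC-matched sites the day 2 difference was -1.44 points, and the stiff-only sites on both days had a share that differed by -4.71 points from other sites of exactly 4 libraries. A raised AP-1 share was thus not particular to stiff-only sites, and GC content could account for the day 2 difference. Neither accounts for shares below those of the comparison sites. These were seen at the stiff-only sites on both days, and at day 4 stiff-only sites against GC-matched sites, where the difference was -4.24 points (Fisher's exact p = 3.35e-06). Of the 70 choices of 4 libraries, 47 had an AP-1 share at least as high as the stiff libraries, themselves included. Lower shares thus occurred in other choices too, though many of these had few sites. Day 2 stiff-only sites nevertheless kept a higher AP-1 share than day 2 soft-only sites with lists of equal length, by 7.13 points, so list length alone does not give that difference, although D2 soft replicate 1, with its low AP-1 share, enters the soft-only sites. On day 4 the corresponding difference was -21.4 points, and -3.68 points with full lists, and the days thus went in opposite directions. With lists of equal length, GC content was 53.7% at day 4 stiff-only and 46.9% at day 4 soft-only sites. GC content thus cannot be told apart as a source of the -21.4 points. The difference between days was not tested.

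The TEAD motif, which the study also reports at its primed regions, is a candidate mark of stiff-only sites. At stiff-only sites on both days its share was 27.6%, against 18.9% of other sites of exactly 4 libraries (Fisher's exact p = 4.73e-07). Against GC-matched sites of that kind the difference was 9.28 points, and against those that D2 soft replicate 1 lacks it was 8.32 points, which argues against GC content and against the shallow library for this set of sites. For the stiff-only sites of single days, set against GC-matched sites found in every library, the difference was 3.97 points on day 2 and 0.690 points on day 4 (Fisher's exact p = 0.406), so on day 4 GC content could account for it. At the stiff-only sites on both days, the reversed word, with the same bases, differed by -1.80 points from other sites of exactly 4 libraries. This argues against base composition for that set of sites. The reversed word was not counted at the stiff-only sites of single days. With lists of equal length, stiff-only sites exceeded soft-only sites by 10.6 points on day 2 and 5.41 points on day 4, which argues against list length. On day 2, D2 soft replicate 1, with the lowest TEAD share, enters the soft-only sites, so its summits may contribute to the 10.6 points. Other explanations stay open. Of the 42 choices of 4 libraries with enough sites, 5 had a TEAD share as high, the stiff libraries included, so the value could come with other groups of libraries; 3 of the 4 other choices held 3 stiff libraries. Across choices with 1, 2, 3 and 4 stiff libraries the share was 14.6%, 16.5%, 21.6% and 27.6%. Between libraries, the exact permutation p was 0.0286, and it was also 0.0286 after thinning to equal depth. Adjusted over the 2 motifs it was 0.0571, the lowest possible beside the exact permutation p of 0.943 for AP-1, so the adjusted value could not pass 0.05. The unadjusted p passed 0.05 in neither of the fits without D2 soft replicate 1 and without D2 stiff replicate 2. A chance difference between libraries therefore cannot be told apart. Depth as the whole source is argued against, since the difference was 1.49 points after thinning and the D4 soft libraries, with 2.69 and 2.72 fragments per kb, had TEAD shares of 18.5% and 18.2%, below the 19.6% and 19.99% of the D2 stiff libraries with 2.32 and 2.19. The tables therefore leave a link between stiffness and TEAD sites as a hypothesis.

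On day 2, 5627 sites were stiff-only. That is higher than the number of more accessible peaks quoted from the study above. On day 2, 295 sites were soft-only, and on day 4, 990. Both are higher than the numbers of less accessible peaks quoted from the study above. By limma on ranks, 1 site was called on day 2 and 2 on day 4. These are lower than the numbers of more accessible peaks quoted from the study above, but these calls rest on adjusted p-values, while the quoted ones rest on a fold change and a p-value as given in the text above. At an unadjusted p under 0.05 there were 1856 sites on day 2 and 1297 on day 4 in both directions together. On day 2 this is higher than the quoted peaks in both directions together, and on day 4 it is lower. Without any change, a share of 0.05 of the 24246 sites would pass, and 7.65% on day 2 and 5.35% on day 4 did. These counts also carry no fold cutoff, so no conclusion is drawn from setting them against the quoted peaks. On day 4, 5077 sites were stiff-only with full lists and 1149 with lists of equal length. The first is higher and the second lower than the number of more accessible peaks quoted from the study above, so the direction of that comparison depends on the setting. Presence in a list, rank scores and read counts are different measures, and the reads were not used here.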
